A study of Homo sapiens with 6 samples. Its data were reported in "Functional and Evolutionary Significance of Human MicroRNA Seed Region Mutations" (2014).

How the data were processed

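HEY ovarian cancer cells were transfected in triplicate wells with a miRNA precursor or with a negative control precursor, and per the methods of the study the RNA was amplified from its 3′ end and hybridized to Affymetrix U133 Plus arrays. Samples were grouped by their labels alone, as 3 treated and 3 negative control arrays. The labels used here do not name the miRNA of the treated group, and no attempt was made to infer it from the values.

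The authors deposited 1 table of log2 signals for 54675 probe sets on the 6 arrays, normalized by them with GC Robust Multi-array Average (GCRMA). The submitters' processing notes also name MAS5 and the Affymetrix Expression Console, which per the study's methods gave present and absent calls. Those calls were not used here. The version of GCRMA is not given in the sources used here. GCRMA subtracts a background estimated from probe sequence and then quantile-normalizes probes, so that dim probe sets pile up near a floor, and medians over all probe sets were 2.61 to 2.70 on the 6 arrays. All columns of the table belong to labelled samples. No 2 arrays shared more than 4 identical values. An array value has no read depth, and the number of arrays limits its precision.

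Probe sets were named through the platform's annotation table, with symbols updated by Entrez gene through RefSeq gene names (assembly GRCh38.p14, used for names only). Of the probe sets, 62 were array controls, 41091 had 1 gene, 1801 had several genes and 11721 had none in that table. The named probe sets stood for 19777 genes, of which 19735 were found in RefSeq and 42 kept the name of the table. The deposited values name no genome build, and no coordinates are given.

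The main setting was as follows. Control probe sets and those with several genes or none were left out. Probe sets were kept when their log2 value was above the median of all non-control values (2.67) on at least 3 of the 6 arrays, which left 23077 probe sets, and each gene was represented by its probe set with the highest mean over the 6 arrays, which left 11927 genes. The deposited log2 values were not normalized again. Treated and negative control arrays were compared with lmFit and eBayes of limma (version 3.58.1, R version 4.3.3), two-sided and without covariates, and genes with a Benjamini-Hochberg adjusted p below 0.02 were called significantly differentially expressed, after the study's false discovery rate of 2%. Standard errors are the moderated ones of limma. Significance Analysis of Microarrays (SAM), the study's test, was written anew and run as an alternative with 20 label permutations. Folds are ratios on the log2 scale of the deposited values. Where a gene was below the filter level on all arrays of a group, its fold is given as at least the ratio to that level. Other probe sets of a named gene that were above the filter level are given where their changes differed in sign or by at least 0.5 (log2).

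The direction of the changes was tested with an exact binomial test, with exact intervals at the 95% level. The 17 gene lists were fixed before the data were examined and tested with camera (preset correlation 0.01, two-sided, Benjamini-Hochberg over the lists, adjusted p below 0.05), with an estimated correlation and fry as alternatives. The 3′ and 5′ control probe sets of GAPDH and ACTB, 18S rRNA and the hybridization spikes (12 measures) were compared with exact permutation tests, in which the 10 splits of 3 against 3 arrays allow no p below 0.1.

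The genes named in the text follow a rule fixed before the data were examined. They are ZEB1, ZEB2, CDH1, VIM and FN1; the 10 largest rises and the 10 largest falls among significantly differentially expressed genes whose groups did not overlap, without genes that have only a placeholder name; and in each list up to 2 called members with the largest rise and up to 2 with the largest fall.

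Both tests were tested on simulated data, with the means and spread of the 11927 genes and 200 genes changed. For log2 changes of 0.5, 1 and 2, limma recovered 19.4%, 70.1% and 95.5% of the changed genes and SAM recovered 22.4%, 64.2% and 95.5%, with 1 false call among 124 for limma and 0 among 121 for SAM. The simulated noise was independent between genes, and far fewer genes changed than the 1936 called in the data. These shares therefore do not give the power or the false calls in the data.

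The alternatives were no filter, a stricter filter (a log2 value above 4.74), the probe set with the highest mean over SD as in the study, no probe sets of the _x_at kind, every probe set, quantile normalization, arrays centred on their medians, eBayes with trend and robust, array weights, the replicate number as a block, an adjusted p below 0.05, SAM, and leaving out each array in turn. Added after seeing the data were the probe sets with several genes or none tested by themselves, 14 gene families taken from symbols, arrays centred on the peak of their deviations from the gene means (density bandwidth 0.05), and the list counts without treated replicate 3 and under rescaling.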

Results

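Genome-wide mRNA levels were measured in HEY cells, an established human ovarian cancer cell line, on 6 Affymetrix U133 Plus arrays. On 3 of the arrays the RNA came from cells transfected with a miRNA precursor, and on the other 3 it came from cells transfected with a negative control miRNA. The labels used here call the first group treated and do not name its miRNA, so the values below describe 1 miRNA of unstated identity. The study asked how strongly the seed region of a miRNA, the short stretch near its 5′ end that pairs with target mRNAs, determines which genes change after ectopic expression, and the contrast of treated with negative control cells gives the set of changed genes on which such a comparison rests. The replicates were separate wells of one cell line, so p-values measure the spread between these wells.

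Medians of the deposited log2 signals over all probe sets were between 2.61 and 2.70, near the floor, and say little about expressed genes. Medians over the genes tested were 8.84, 8.81 and 8.84 on treated replicates 1, 2 and 3. On negative control replicates 1, 2 and 3 they were 8.77, 8.77 and 8.69, so every treated array lay above every negative control array. Over the 11927 genes tested, Pearson correlations between arrays (computed across genes, which are not independent replicates) ranged from 0.9951 to 0.997 among treated arrays, from 0.9961 to 0.9968 among negative control arrays, and from 0.9811 to 0.9872 between the groups. The first principal component held 71.8% of the variance and separated the groups, whereas the second held 9.25% and set treated replicate 3 (-19.1) apart from treated replicates 1 and 2 (9.99 and 11.7). With 3 arrays per group, the number of arrays limits the precision of every value.

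Ectopic expression of the miRNA was associated with changes in a large part of the HEY transcriptome, led by rises in genes that were dim or near the floor in the negative control. ZBED2, which encodes a zinc finger transcription factor, had a signal of 8.63 ± 0.13 (log2, SD, n = 3) in treated cells and 2.01 ± 0.39 in the negative control, at least 62.4-fold higher. ADGRF1, an adhesion G protein-coupled receptor, was at least 19.4-fold higher in treated cells, and ITGB8, an integrin beta subunit, was at least 21.3-fold higher. The largest falls were those of LINC00520, a long noncoding RNA that was 11.2-fold lower in treated cells, and of MOBP, the myelin-associated oligodendrocyte basic protein, which was 10.7-fold lower. MOBP and ITGB8 each had 5 probe sets, of which only 1 was above the filter level.

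Of the 11927 genes tested, 1936 (16.2%) were significantly differentially expressed with limma at a Benjamini-Hochberg adjusted p below 0.02, of which 1330 rose and 606 fell. In all 1936 the 3 treated arrays lay on one side of the 3 negative control arrays, an arrangement that held for 43.7% of all genes tested and that chance gives for 10%. The share that rose was 68.7% (95% exact binomial interval 66.6% to 70.8%, two-sided p = 4.06e-62 across genes, which are not independent). The median absolute log2 change of the significantly differentially expressed genes was 0.82. At least 2-fold changes were found in 652 of these genes, 467 of which rose and 185 fell (71.6% rose, interval 68% to 75.1%). The excess of rises was smaller after rescaling of the arrays, since with each array centred on its median 1119 genes rose and 877 fell (56.1% rose), and after quantile normalization 1155 rose and 857 fell (57.4%), with 363 rises and 248 falls of at least 2-fold. The median log2 change of all genes tested was 0.04 as deposited, -0.04 with centred arrays and -0.02 after quantile normalization. Leaving out 1 array moved the counts by over 1.5 times in 4 instances: without negative control replicate 1 the count was 1261 (334 fell), without treated replicate 2 there were 369 falls, without negative control replicate 2 there were 366 falls, and without negative control replicate 3 there were 865 rises.

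**Figure D1:**
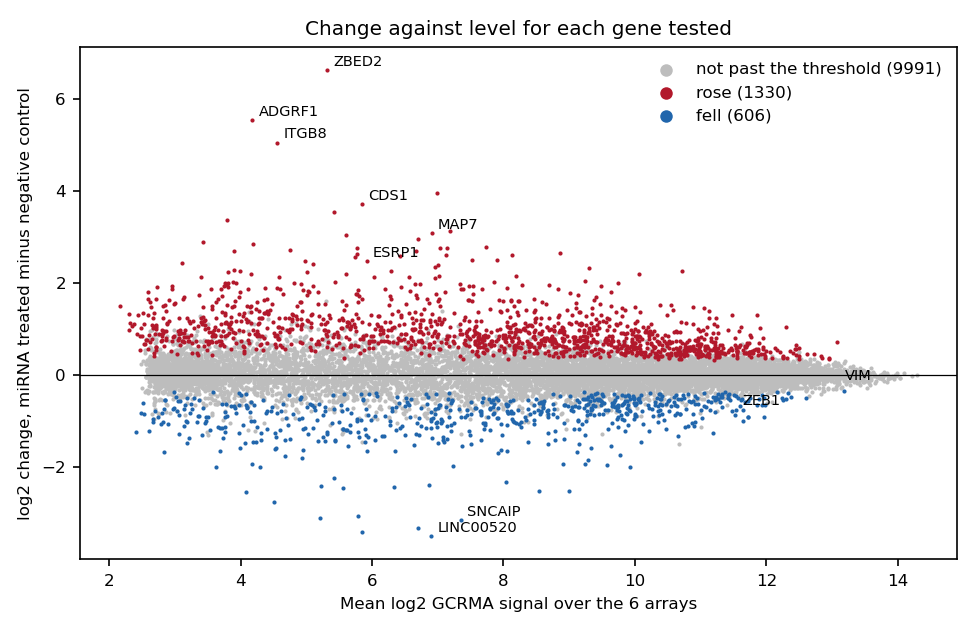
Each point is 1 of the 11927 genes tested, with its mean log2 GCRMA signal over the 6 arrays on the horizontal axis and the log2 change (miRNA treated minus negative control) on the vertical axis. Red points are the 1330 genes that rose, blue points the 606 that fell and grey points the genes that did not pass the threshold; ZBED2 lies highest, at 6.62, and LINC00520 lowest, at -3.49.

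The 10 largest rises, taken by the measured difference of group means, included ZBED2 (Entrez gene 79413, adjusted p = 1.52e-05 with limma), ITGB8 (gene 3696, adjusted p = 1.52e-05) and ADGRF1 (gene 266977, adjusted p = 0.000106; log2 differences of 2.68 to 5.54 over 4 probe sets). B3GALT5, a galactosyltransferase that extends glycans, was 15.6-fold higher (8.97 ± 0.25 against 5.01 ± 0.53, SD, n = 3). CDS1, which makes CDP-diacylglycerol for phospholipid synthesis, was 13.1-fold higher, and ELOVL7, a fatty acid elongase, was 8.71-fold higher. The cell adhesion molecule CEACAM1 was at least 6.99-fold higher. MAP7, a microtubule-associated protein, was 8.49-fold higher, the interferon-inducible GTPase GBP1 was 8.23-fold higher on its brightest probe set (log2 changes of 1.00 to 3.04 over 3 probe sets), and PLEKHA7, an adherens junction protein, was 7.8-fold higher. Adjusted p for these 10 genes was at most 0.000626. Only 1 probe set was above the filter level for ITGB8 and CEACAM1 (of 5 each) and for B3GALT5 and MAP7 (of 3 each). Genes below the filter level of 2.67 on all negative control arrays have only a lower bound on their fold, which was taken against that level, and 45 genes that rose at least 2-fold were of this kind.

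The 10 largest falls included 3 long noncoding RNAs, LINC00520 (log2 change -3.49 ± 0.20, SE; gene 645687; adjusted p = 0.000128 with limma), LINC01704 (8.34-fold lower) and LINC00942 (5.73-fold lower). MOBP changed by -3.41 ± 0.21 (gene 4336, adjusted p = 0.000156) and EPPK1, the cytolinker epiplakin, by -3.31 ± 0.24 (gene 83481, adjusted p = 0.000278). SNCAIP, which encodes a synuclein-interacting protein, was 8.83-fold lower, KCTD4 was 8.56-fold lower and the aggrecan-cleaving protease ADAMTS5 was 6.72-fold lower (-2.75 to -1.28 over 3 probe sets). SORBS2, an adaptor protein of the actin cytoskeleton, was 5.8-fold lower on its brightest probe set, although the changes of its 4 measured probe sets ranged from -2.54 to -0.02. SCG5, a secretory chaperone, fell from 10.26 ± 0.10 to 7.75 ± 0.25 (SD, n = 3) and was 5.71-fold lower. Only 1 probe set was above the filter level for MOBP (of 5), SNCAIP (of 3) and LINC01704 (of 2).

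Of 5 genes named in advance because they mark epithelial or mesenchymal state, ZEB1 alone was significantly differentially expressed. ZEB1, a repressor of epithelial genes, was 11.17 ± 0.16 in treated cells and 11.91 ± 0.10 in the negative control (SD, n = 3), a log2 change of -0.75 ± 0.11 (SE, adjusted p = 0.00354 with limma), and its 4 probe sets changed by -1.67 to -0.75. ZEB2, its paralog, had a change of -0.10 ± 0.15 (adjusted p = 0.67), while its 3 measured probe sets ranged from -1.04 to -0.02. The mesenchymal filament gene VIM had a change of -0.19 ± 0.09 (adjusted p = 0.148), with -1.01 on its other probe set, and FN1, which encodes fibronectin, of -0.20 ± 0.11 (adjusted p = 0.237), with -0.31 to 0.56 over 7 probe sets, 4 of which had the sign of the brightest. CDH1, which encodes E-cadherin, was not tested because its signal lay below the filter level in both groups (1.69 ± 0.14 treated, 1.76 ± 0.15 negative control).

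**Figure D2:**
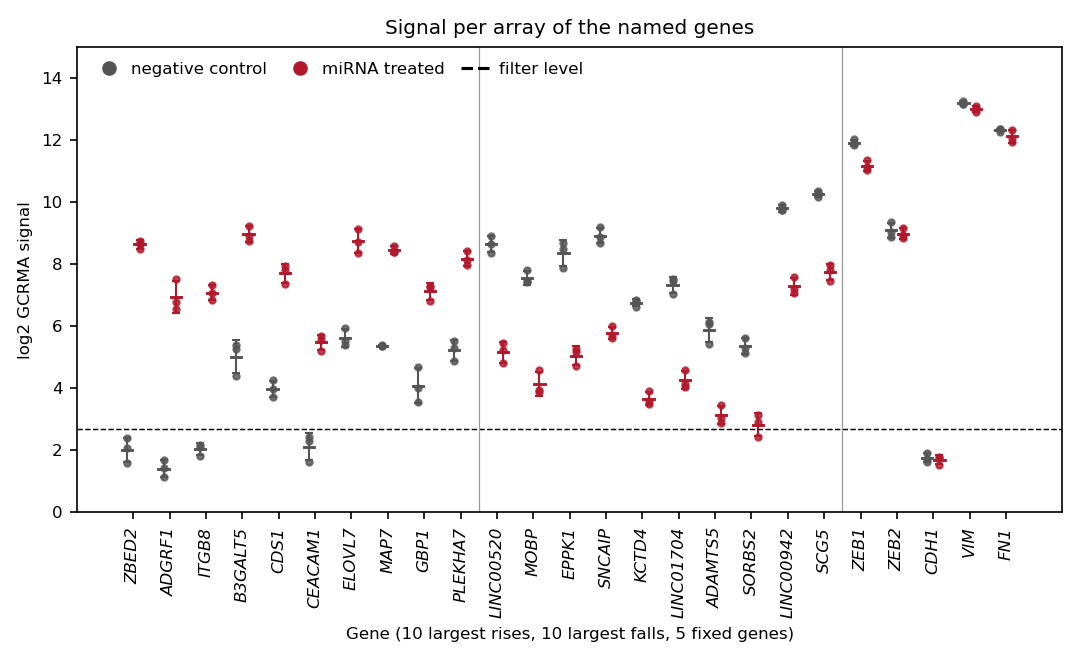
Log2 GCRMA signal of each array (points) with the group mean and SD (bars) for the 10 largest rises, the 10 largest falls and the 5 genes named in advance, in negative control (grey) and miRNA treated (red) HEY cells; the dashed line is the filter level of 2.67. ZBED2, ADGRF1, ITGB8 and CEACAM1 lie below that level on all 3 negative control arrays, and CDH1 lies below it on all 6 arrays.

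Of the 17 gene lists fixed before the data were examined, 7 differed from the other genes in camera with a preset correlation of 0.01 (Benjamini-Hochberg over the 17 lists, adjusted p below 0.05), and none of these calls held with a correlation estimated from the data. The estimated correlation was below the preset for epithelial markers (-0.00175) and p53 targets (-0.0127). Correlation among their members therefore does not account for the loss of those calls. The version with an estimated correlation also takes its p from the few residual degrees of freedom of the 6 arrays. That raises p for the same statistic. Markers of epithelial cells rose. Of 45 listed, 24 were above the filter level, and of these 11 rose and 0 fell (14 and 0 adjusted over the list alone), with a median log2 change of 0.59 (adjusted p = 1.01e-05 with camera; adjusted p = 0.0829 with an estimated correlation). CGN, which encodes the tight junction protein cingulin, was 6-fold higher (7.72 ± 0.27 against 5.13 ± 0.24, SD, n = 3), and ESRP1, a splicing regulator of epithelial cells, was 5.58-fold higher (1.70 on its other probe set, log2). Genes of the interferon response rose as well, with 9 of 34 higher and 0 lower (10 and 0 adjusted over the list alone) and a median change of 0.28 (adjusted p = 0.00541; adjusted p = 0.269 with an estimated correlation). OAS3, an antiviral oligoadenylate synthetase, had a change of 2.15 ± 0.15 (SE), but its second probe set had -0.04, and IFIH1, a cytosolic sensor of double-stranded RNA, had a change of 1.62 ± 0.15, with 0.19 on its least changed probe set. Targets of p53 rose in 9 of 24 cases and fell in 0 (12 and 0 adjusted over the list alone), with a median of 0.28 (adjusted p = 0.000246; adjusted p = 0.0829 with an estimated correlation). SESN2, a stress-induced regulator of metabolism, was 1.98-fold higher (0.44 on its other probe set, log2), and PHLDA3, an inhibitor of AKT signalling, was 1.86-fold higher (0.32 on its other probe set).

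The other 4 called lists lay below the other genes by small amounts, and the test compares a list with other genes rather than with no change. After quantile normalization the ribosomal (adjusted p = 0.161, median -0.05), G1/S (0.0595, median -0.15) and oxidative phosphorylation (0.056, median -0.09) lists were not called. With centred arrays all 4 were called with medians of -0.18 to -0.15. The median log2 change was -0.07 for 50 cytosolic ribosomal protein genes (adjusted p = 0.00246 with camera; adjusted p = 0.557 with an estimated correlation) and -0.09 for 41 genes of G2/M and mitosis (adjusted p = 0.0111; adjusted p = 0.531 with an estimated correlation), and in both lists 0 members were significantly differentially expressed, also when adjusted over the list alone. Of 39 genes of the G1/S transition and DNA replication, 0 rose and 3 fell (0 and 1 adjusted over the list alone), with a median of -0.09 (adjusted p = 0.0283; adjusted p = 0.477 with an estimated correlation). With centred arrays, and also after quantile normalization, 0 rose and 5 fell. POLA1, the catalytic subunit of DNA polymerase alpha, was 2.03-fold lower, and the transcription factor E2F1 was 1.49-fold lower, a call lost under 6 of 15 alternatives. Of 54 genes of oxidative phosphorylation, 1 rose and 2 fell (1 and 2 adjusted over the list alone), with a median of -0.06 (adjusted p = 0.00916; adjusted p = 0.681 with an estimated correlation; 0.0907 without treated replicate 3). NDUFA6 of complex I was 1.74-fold higher and NDUFV3 of the same complex was 1.84-fold lower (-0.16 on its other probe set, log2). UQCR10 of complex III was 1.73-fold lower on its brightest probe set, while its second probe set had a change of 0.11. Treated replicate 3, the array with the least 5′ signal, had the lowest of the 3 treated values in 31 of the 50 ribosomal genes and 38 of the 54 oxidative phosphorylation genes, against 9 of 41 for G2/M and 15 of 39 for G1/S. RPL29, the ribosomal gene with the lowest change (chosen after its values were seen), had 12.21, 12.03 and 10.88 on treated replicates 1, 2 and 3. Without treated replicate 3 the adjusted p with camera was 0.00891 for the ribosomal genes.

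Published targets of the miR-200 family, to which the natural miR-429 of the study belongs, did not differ from other genes as a list. The study's other miRNAs had seeds that differ from that of miR-429, and the labels do not name the miRNA used. The listed genes therefore need not be its targets. Of 50 tested, 4 rose and 4 fell (4 and 5 adjusted over the list alone; adjusted p = 0.254 with camera), and the median (-0.04) and the camera direction were below 0 while the mean (0.01) was above it. With centred arrays 3 rose and 7 fell (median -0.12), and after quantile normalization 4 rose and 5 fell (median -0.07). The falls included ZFPM2, a cofactor of GATA transcription factors, at 1.82-fold lower, and the repressor KLF12 at 1.73-fold lower (-0.98 to -0.12 over 4 probe sets). The rises included the receptor phosphatase PTPRD at 2.66-fold (0.60 to 1.45 over 3 probe sets, log2) and the NOTCH ligand JAG1 at 2.65-fold, and the changes of JAG1 were above 0 on all 4 measured probe sets (0.72 to 1.67). Markers of mesenchymal cells moved both ways. Of 31 tested, 6 rose and 3 fell (11 and 3 adjusted over the list alone; adjusted p = 0.58). The collagen gene COL5A2 and LOXL2, a lysyl oxidase that crosslinks collagen, were each 1.92-fold higher (0.17 on the least changed probe set of LOXL2), whereas the collagen gene COL6A3 was 2.12-fold lower and the transcription factor TCF4 was 1.91-fold lower (-2.37 to -0.68 over 8 probe sets).

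The remaining lists were not called with camera, and single members changed in each. Of 25 genes of NF-kB signalling and inflammation, 7 rose and 3 fell (7 and 4 adjusted over the list alone; adjusted p = 0.634), with ICAM1, an adhesion molecule for leukocytes, 3.73-fold higher and PTGS2, the prostaglandin synthase COX2, 3.66-fold higher, while the chemokine genes CXCL8 and CXCL3 were 3.94-fold and 2.18-fold lower. Of 32 genes of glycolysis and hypoxia, 7 rose and 1 fell (8 and 1 adjusted over the list alone; adjusted p = 0.946), and the median (0.01) and mean (0.14) were above 0 although camera gave the direction as down. DDIT4, an inhibitor of mTORC1, was 2.81-fold higher, ANGPTL4, a secreted inhibitor of lipoprotein lipase, was 1.83-fold higher, and ADM, which encodes adrenomedullin, was 1.34-fold lower, but the call of ANGPTL4 was lost under 10 of 14 alternatives and that of ADM under 7 of 15. Of 30 genes of endoplasmic reticulum stress and ATF4 signalling, 5 rose and 0 fell (5 and 1 adjusted over the list alone; adjusted p = 0.246), among them the chaperone cofactor DNAJB9 at 2.35-fold and SESN2, which is also on the p53 list. Of 48 genes of actin and focal adhesion, 4 rose and 0 fell (3 and 0 adjusted over the list alone; adjusted p = 0.729), among them the collagen receptor subunit ITGA2 at 2.42-fold (0.07 on its least changed probe set) and the GTPase RHOB at 1.67-fold. Of 18 genes of cholesterol synthesis, 2 rose and 1 fell (3 and 1 adjusted over the list alone; adjusted p = 0.254): the desaturase gene SC5D was 1.39-fold higher and the isomerase gene IDI1 1.33-fold higher, with other probe sets at -0.03 and down to -0.61 and calls lost under 6 and 10 of 15 alternatives, and INSIG1, which retains the sterol sensor in the endoplasmic reticulum, was 1.57-fold lower (-1.11 to -0.36 over 3 probe sets).

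Of 20 target genes of WNT, NOTCH and TGF-beta signalling, 3 rose and 2 fell (3 and 2 adjusted over the list alone; adjusted p = 0.905), with a median of -0.01 and a mean of 0.07. ZNRF3 and BAMBI, both inhibitors of signalling receptors, were 1.8-fold and 1.74-fold higher, and the transcription factor LEF1 and the NOTCH regulator NRARP were 1.68-fold and 1.55-fold lower. Of 20 genes of the miRNA machinery, 1 rose and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.634; median -0.05, mean 0.02). DICER1, the nuclease that processes precursor miRNAs, was 1.45-fold higher, with changes of 0.09 to 0.54 over 4 probe sets, and its partner PRKRA was 1.54-fold lower, with -0.62 and -0.09 on its probe sets. Of 26 markers of other cell types, 7 were above the filter level and 2 of these rose (2 and 0 adjusted over the list alone; adjusted p = 0.905; median -0.04, mean 0.15). These were FCER1G, an Fc receptor subunit of immune cells, which was at least 1.38-fold higher (a call lost under 5 of 14 alternatives), and CDH5, the cadherin of endothelial cells, which was 1.66-fold higher.

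**Figure D3:**
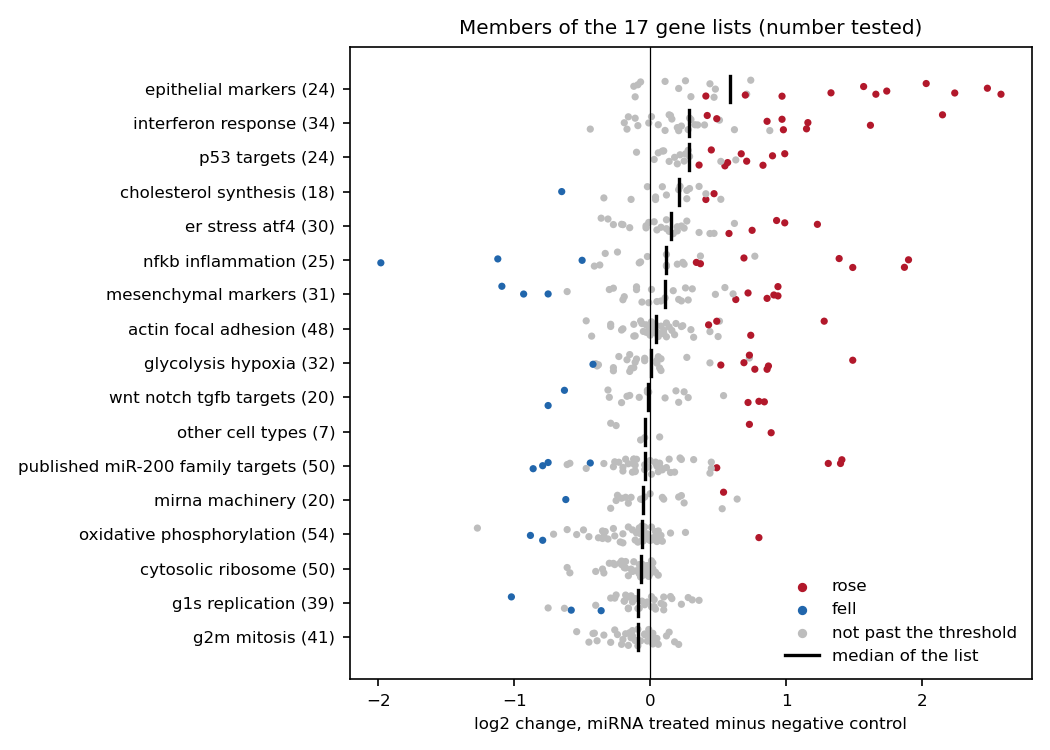
Each point is a tested member of 1 of the 17 gene lists, with its log2 change (miRNA treated minus negative control) on the horizontal axis, and the black bar is the median of the list. Red members rose, blue members fell and grey members did not pass the threshold; the median was highest for epithelial markers, at 0.59.

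The array's own control probe sets differed between replicates of the treated group. The difference between the 3′ and 5′ probe sets of GAPDH, which grows as RNA or its copies lose their 5′ part, was 1.5, 1.54 and 3.00 (log2) on treated replicates 1, 2 and 3 and 1.3, 1.37 and 1.3 on the negative control arrays. The group means were 2.01 ± 0.85 and 1.32 ± 0.04 (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest p that 10 splits allow). The same difference for ACTB was 7.53 ± 1.12 in treated and 6.66 ± 0.16 in negative control cells (exact permutation p = 0.2), with 8.80 on treated replicate 3. The signal of 18S rRNA was 9.79 ± 0.40 in treated and 10.96 ± 0.27 in negative control cells (exact permutation p = 0.1). Over 12 such measures, the Benjamini-Hochberg adjusted p from these exact tests was 0.24 for GAPDH and 18S rRNA and 0.343 for ACTB. Without treated replicate 3, the number of genes that rose was 9 for epithelial markers, 7 for the interferon response and 6 for p53 targets, against 11, 9 and 9 with all arrays. The list medians were not lower without it (0.6, 0.3 and 0.33 against 0.59, 0.28 and 0.28).

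**Figure D4:**
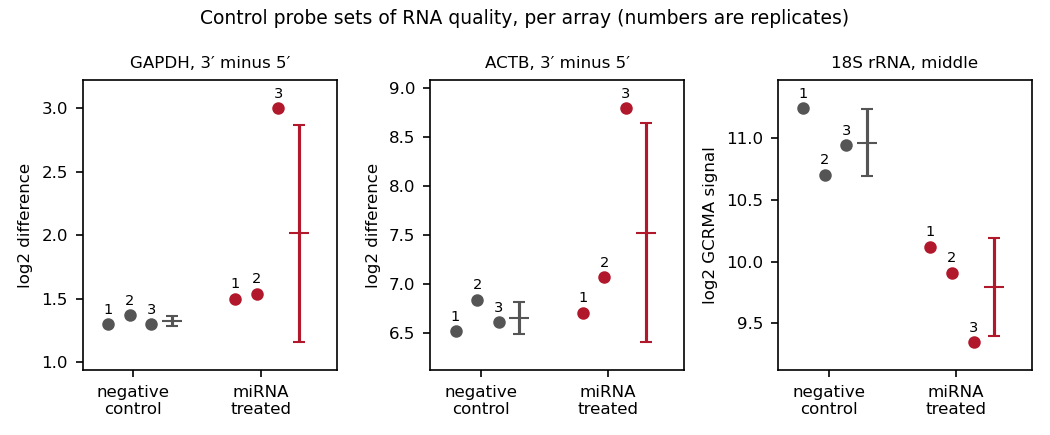
Log2 difference between 3′ and 5′ control probe sets of GAPDH and ACTB, and log2 GCRMA signal of 18S rRNA, on each array (points, numbered by replicate), with the group mean and SD (bars). Treated replicate 3 has the highest difference for both genes (3.00 and 8.80) and the lowest 18S rRNA signal (9.35).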

Values the study reported

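The study called genes differentially expressed at a false discovery rate below 2%. For the 4 miRNAs it transfected into HEY cells, it listed between 5229 and 11,277 significantly differentially expressed genes against the negative control.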

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

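Signal outside the genes tested was found in probe sets that have several genes or none in the annotation table, which the comparisons above leave out. Of 4600 such probe sets above the filter level, 401 passed the threshold in limma when tested by themselves, an analysis added after seeing the data, and 223 of these rose while 178 fell. Probe sets with several genes passed in 109 of 1088 cases, and those with no gene in the table in 292 of 3512. No biological explanation was tested for them.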

How the results depend on the processing

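The probe sets with several genes or none (401 calls), the gene families, the arrays centred on the peak of their deviations and the list counts without treated replicate 3 and under rescaling were chosen after seeing the data. The count of 1936 genes stayed within 1.5 times under no filter (1841), the stricter filter (1796), the highest mean over SD (1545), no _x_at probe sets (1933), quantile normalization (2012), centred arrays (1996), trend and robust (2765) and array weights (2008). With an adjusted p below 0.05 it was 2961 (1977 rose, 984 fell), with every probe set 3021 (1926 rose, 1095 fell; 1214 of at least 2-fold, 781 up and 433 down), and with SAM 3280 (2456 rose, 824 fell), which included all 1936. With the highest mean over SD, 1527 of the 1936 calls were kept and 132 had the opposite sign of change, as another probe set then stands for the gene. A looser threshold and more units tested account for the counts of 2961 and 3021. SAM multiplied its expected false calls by an estimated share of unchanged genes (0.481), which the Benjamini-Hochberg method does not do. How far that accounts for its count was not tested. Without 1 array the count was 1261 to 1394, the rises 865 to 993 and the falls 334 to 451, as fewer arrays give less power. Replicate numbers gave signs of partial pairing, which the main fit does not use. Same-numbered arrays deviated with correlations of 0.29, 0.29 and -0.03, against -0.35 to 0.08 for arrays of different number. Not every array correlated best with its own number. With the replicate block, 1619 genes were called (1093 rose, 526 fell), including 1421 of the 1936, and in the lists 5 p53 targets rose, 1 G1/S gene fell and 0 cholesterol genes rose.

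With quantile normalization 4 lists were called, losing G1/S (adjusted p = 0.0595), ribosome (0.161) and oxidative phosphorylation (0.056). The medians of G1/S (-0.15) and oxidative phosphorylation (-0.09) were then further below 0 than as deposited (-0.09 and -0.06), and that of ribosome (-0.05) was closer than as deposited (-0.07). With an estimated correlation 0 were called: epithelial and p53 (both 0.0829), interferon (0.269), G1/S (0.477), G2/M (0.531), ribosome (0.557) and oxidative phosphorylation (0.681). With fry, which does not compare a list with other genes, mesenchymal markers (0.0107), cholesterol (0.0107), NF-kB (0.0107), actin (0.0125) and endoplasmic reticulum stress (0.0269; 0.046 in camera with no filter) passed, glycolysis turned upward (0.0301), and G2/M (0.0647), ribosome (0.0667) and oxidative phosphorylation (0.249) were lost. Leaving out 1 array gave 2.99e-06 to 6.37e-05 for epithelial markers, 0.00247 to 0.0186 for interferon, 8.99e-05 to 0.00107 for p53 and 0.000883 to 0.0907 for oxidative phosphorylation, which was lost without treated replicate 3. The estimated correlations of the epithelial (-0.00175) and p53 (-0.0127) lists were below the preset 0.01, so correlation did not raise their p. What did, and the cause of the other changes, was not tested.

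Of 64 named genes, 44 kept direction and side of the threshold under the 15 alternatives run per gene (14 where a filter removed the gene), which leave out every probe set, the looser threshold and SAM; of 955 gene-by-setting comparisons, 67 lost the call (10 each for ANGPTL4 and IDI1, 7 for ADM, 6 each for E2F1 and SC5D, 5 each for UQCR10 and FCER1G, 4 for SESN2), 1 gained it (VIM) and 3 turned. Those were OAS3 (-0.04) and UQCR10 (0.11) with the highest mean over SD, and IDI1 (-0.27) without _x_at probe sets, each by the change of probe set. Signal over background limits genes below 2.67, whose folds are bounds.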

Other observations

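The gene families in this part and the tests of the array splits, of a constant offset between the groups, of 5′ loss without treated replicate 3 and of admixed epithelial cells were chosen after the results were seen. Among 14 families taken from gene symbols, histone genes had the lowest median. Of 29 tested, 3 rose and 7 fell, with a median log2 change of -0.42 (adjusted p = 0.000871 with camera; adjusted p = 0.453 with an estimated correlation). After quantile normalization 1 rose and 8 fell (median -0.52), and with centred arrays 1 rose and 9 fell (median -0.50). H2BC21 changed by -1.69 ± 0.12 (SE) and H2BC5 by -1.03 ± 0.13, whereas the replacement variants H2AZ2 and H2AJ changed by 0.81 ± 0.11 and 0.90 ± 0.21 (genes chosen after their values were seen). Near-identical histone genes share probe sequence, so values of single members are uncertain. Genes whose symbols begin with SLC, most of which are solute carriers, lay above the other genes. Of 218 tested, 43 rose and 9 fell (median 0.18; adjusted p = 0.00687; adjusted p = 0.453 with an estimated correlation), with medians of 0.13 and 0.10 after rescaling. They included SLC45A4, with a change of 2.01 ± 0.24, SLC51A, with 1.94 ± 0.17, and SLC16A9, with -1.52 ± 0.17.

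Collagen genes rose in 9 of 20 cases and fell in 2 (median 0.41; adjusted p = 0.0462; adjusted p = 0.561 with an estimated correlation), and the median stayed above 0 after rescaling (0.38 and 0.33). The basement membrane genes COL4A5, COL4A4, COL4A2 and COL4A1 had changes of 0.96, 0.63, 0.45 and 0.37, and COL18A1 of 0.99, while COL11A1 had -1.21 (chosen after their values were seen). Of 9 keratin genes, 2 rose, KRT80 (1.46 ± 0.14) and KRT15 (0.95 ± 0.17), and 0 fell (adjusted p = 0.0495; adjusted p = 0.453 with an estimated correlation). Mitochondrial ribosome genes had a median of -0.11 over 77 genes (-0.19 with centred arrays and -0.13 after quantile normalization; adjusted p = 0.0122; adjusted p = 0.561 with an estimated correlation), zinc finger genes named ZNF a median of -0.05 over 365 genes, with 14 rises and 27 falls (10 and 44 with centred arrays, median -0.14; 12 and 46 after quantile normalization, median -0.15; adjusted p = 0.0197; adjusted p = 0.561 with an estimated correlation), and LINC noncoding RNAs a median of -0.07 over 126 genes (-0.15 with centred arrays and -0.20 after quantile normalization; adjusted p = 0.0495; adjusted p = 0.561 with an estimated correlation; 0.166 with centred arrays). The other 7 families (HLA, proteasome, integrin, RAB, cadherin, small nucleolar RNA host and TRIM genes) were not called.

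More genes rose than fell (68.7% of calls), which a miRNA that lowers its targets does not give directly. With each array centred on the peak of its deviations from the gene means, 1279 genes rose and 653 fell (66.2%, SE 1.1 percentage points), which argues against a constant offset between the groups as the source. Without treated replicate 3, the array with the least 5′ signal, 67.6% of the calls were rises (SE 1.3 percentage points), which argues against 5′ loss on that array as the source. The 2 planned rescalings gave 56.1% and 57.4% rises, both under the 60% mark set beforehand for scaling between arrays as the source. They also push the share towards even by their construction, so scaling between arrays stays open. A planned match of signs between treated replicates (55.7%) ran on called genes, whose replicates already agree, so it does not decide. The peak of the changes was 0.01 over all genes but 0.10 over genes with a mean between 5 and 9. An offset that depends on the level therefore stays open. The smaller 3′ to 5′ differences of treated replicates 1 and 2 and an indirect response of the cells to the miRNA also stay open and were not tested.

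The epithelial, interferon and p53 lists rose on arrays of which one had less 5′ signal. Without that array, treated replicate 3, the medians over all tested members were 0.60, 0.30 and 0.33, against 0.59, 0.28 and 0.28 with all arrays, and the 3 lists stayed called (adjusted p = 7.2e-06, 0.0061 and 8.99e-05), which argues against 5′ loss on that array as the source. The planned value, a median of 0.06 for treated replicate 3 minus replicate 2 over 29 called members, decides nothing because their replicates already agree. Cells of an epithelial culture mixed into the treated wells would bring abundant epithelial transcripts, yet 4 of 6 such genes (CDH1, KRT19, CLDN3 and CLDN7) were at or below the filter level on all 3 treated arrays; EPCAM was 2.46 to 2.88 there and 1.70 to 1.92 on the negative control arrays, and CLDN4 was 2.66 to 3.00 and 2.81 to 2.97. A response of the cells to the transfected miRNA and the RNA quality of treated replicates 1 and 2 stay open and were not tested, and all 3 calls were lost with an estimated correlation (0.0829, 0.269 and 0.0829). The estimated correlation itself was -0.00175 for epithelial markers and -0.0127 for p53 targets, below the preset 0.01.

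Large changes of dim genes were set against the further probe sets of the same genes. Of 266 genes changed at least 2-fold whose mean was below 4.74 in one group, 86 had a further probe set above the filter level, and in 79 of these (91.9%, SE 2.9 percentage points) it moved the same way, where 80% had been set beforehand as the lower mark, and in 32 it changed at least 2-fold the same way. The median change of these 86 genes was 1.47 on the brightest probe set and 0.84 on the further one. Over all called genes with a further probe set, it moved the same way in 855 of 1035 (82.6%).

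The 10 splits of the 6 arrays into 3 and 3 are too few for a share below 0.05. The real split gave 1936 genes and was the 1 split to give as many, and the highest of the other splits gave 0. Every other split mixes treated with negative control arrays, which widens the spread within its groups. A count near 0 was therefore likely beforehand and says little about false calls. In a further comparison of probe sets, the further one showed the larger change in 62 of 135 called genes (45.9%) whose brightest probe set had a mean above 11, and in 46 of 168 (27.4%) where that mean was between 7 and 9. This difference of 18.5 percentage points (SE 5.5) was predicted for signal saturation. Smaller changes on dim further probe sets would give such a difference too, so the comparison does not settle the cause. The changes of very bright genes such as ZEB1 and VIM may be understated here, although VIM was not among the called genes compared.

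With SAM at the threshold the study states, 3280 genes were called here. That is lower than every count quoted from the study above. The filter, the choice of probe set and the SAM code differed from those of the study. With limma, no filter (1841 genes) and the highest mean over SD (1545) gave fewer calls than the main setting (1936). SAM was not run with those choices, and the cause of the lower count was not tested.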
